A study of Mus musculus with 6 samples. Its data were reported in "Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs" (2022).

How the data were processed

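Total RNA of mouse lung endothelial cells was measured on Affymetrix GeneChip Mouse Genome arrays, with 1 array for each of 3 shControl and 3 shTNC samples. According to the labels, biotin-labelled cDNA was made from 2 ng of total RNA with a 3' IVT Pico kit. The authors state that the raw array files were normalized by RMA in Chipster. The deposited values are log2 expression levels per probe set, already normalized between arrays by the authors. The sorted values of any 2 arrays differed by at most 0.0700, and no value was missing. Many low values are tied, with between 5773 and 6883 distinct values on an array. Whether they come from RMA or from another summary of the probes was not settled here, so the differences below are those of the values as deposited. No raw array files or detection calls were used here. The number of arrays limits the precision of each value.

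All 45101 probe sets, 64 control probe sets among them, entered the test of single probe sets with no filter. Gene symbols came from the platform's annotation. Of the probe sets, 34958 carried 1 gene symbol, 932 carried several and 9211 carried none. A gene was represented by the single-symbol probe set with the highest mean over the 6 arrays, which gave 18194 genes. Of the 9012 genes with several probe sets, 3491 had probe sets above background that differed in direction. A probe set was called near background when its mean lay under 7.48, the 95th percentile of 44 olfactory receptor probe sets, and 67.2% of probe sets lay above that level.

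The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05 for the adjusted p. A looser level used the study's thresholds, which are an unadjusted p under 0.05, an adjusted p under 0.25 and a log2 difference over 0.75 in either direction. Differences are given as shTNC minus shControl on the log2 scale with limma's standard error (SE). The samples are labelled as biological replicates.

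Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 32 lists. Camera with an estimated correlation and limma's fry were run beside it. Fry asks whether the genes of a list move, on balance, 1 way, and does not compare them with other genes. Of the lists, 5 came from the study, chosen there on other samples: GSP58, the niche factors, an EC proliferation signature, an EC inflammation signature and factors secreted by macrophages in response to TNC through TLR4. The others were compiled from general knowledge and cover the cell cycle, interferon-stimulated genes, TNF and NF-kB targets, tip cell and VEGF response genes, basement membrane and matrix genes, MHC class I, MHC class II, hypoxia and glycolysis, TGF-beta and activin response, nitric oxide and oxidative stress response, and immediate-early and heat-shock genes. Further lists hold pan-endothelial, general capillary, aerocyte, arterial, venous and lymphatic endothelial markers, and markers of macrophages and monocytes, neutrophils, basophils and mast cells, lymphocytes, epithelium, fibroblasts, pericytes and smooth muscle, platelets, erythroid cells and mesothelium. Of 952 list entries, 894 were matched to a symbol of the annotation, 12 of them through a synonym, and the rest were not analysed here. A gene without a symbol in the annotation was left out of the lists even where the arrays have a probe set for it. A list score per array was the mean z-score of the list's genes, compared between groups by an exact two-sided permutation test, whose smallest p with 10 splits is 0.1.

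The lists, tests and thresholds were fixed before the data were examined, as was the rule for named genes. That rule takes the 4 niche factors and Tnc, the 10 genes lower and the 10 higher with the largest difference past the threshold, up to 4 members of each list with the smallest p, and 10 markers of the sort. Genes past the study's thresholds filled the places that no gene past an adjusted p of 0.05 took, provided that the groups did not overlap and the mean was not near background. The study's published GSP58 scores for this comparison had been seen by then and were not used. The clock gene lists of the closing section were chosen after the values were seen.

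The steps were tested on simulated data made from the probe sets' own means and spread, with 200 of 45101 probe sets shifted between shControl and shTNC. At a log2 shift of 1, 68% of shifted probe sets passed the adjusted threshold and 88% the study's thresholds. At a shift of 0.5, 8% and 2% passed. Of the unchanged probe sets, 5 passed the adjusted threshold and 7 the study's thresholds. The simulated noise was independent between genes. The alternatives tried were quantile normalization of the deposited values, centring of arrays on their median, leaving out probe sets near background, an intensity trend with robust eBayes, array weights, 1 probe set per gene, the mean of a gene's probe sets, list members above background only, both other list tests, centred values in place of z-scores, and leaving out each array in turn.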

Results

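Gene expression was measured in lung endothelial cells (ECs) of immunodeficient NSG mice that carried lung metastases of MDA231-LM2 cells, a strongly metastatic derivative of the human breast cancer line MDA-MB-231. The cancer cells expressed a control hairpin RNA (shControl) or a hairpin RNA against TNC (shTNC), which encodes the matrix glycoprotein tenascin C, and had been injected into the blood 20 days before the lungs were taken. ECs were sorted as CD31-positive cells after cells with blood, epithelial, fibroblast and cancer cell markers had been excluded. There were 3 shControl and 3 shTNC samples with 1 array each, so the number of arrays limits the precision. The comparison asks how lung ECs, and the GSP58 genes for secreted proteins that the study linked to metastasis-associated ECs, differ when the cancer cells are depleted of TNC. The depleted gene is the human one of cells removed by the sort, so the mouse Tnc probe set (1416342_at) does not check the knockdown. Mouse Tnc differed by -0.17 ± 0.16 (SE, n = 3 per group) on the log2 scale.

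In ECs from shTNC lungs, the 4 niche factors were lower as a group, with a median difference of -0.45 on the log2 scale. Genes of the cell cycle were lower in 40 of 41 cases, with a median of -0.51, and GSP58 genes in 40 of 53 cases, with a median of -0.15. Basement membrane and matrix genes were also lower, with a median of -0.15. Heat-shock genes Hspa1a and Hspa1b and the circadian genes Dbp and Per3 were among those with the largest higher values, while the pan-endothelial markers had a median difference of 0.00084. No single probe set passed an adjusted p of 0.05 in limma, and no list kept its camera call with an estimated correlation, where the smallest adjusted p = 0.44.

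The niche factors are the secreted products that the study followed as EC signals to cancer cells. Lama1, a laminin chain of basement membranes (1418153_at), had a level of 10.52 ± 0.11 (SD, n = 3) in shControl and 9.99 ± 0.24 in shTNC, a difference of -0.52 ± 0.13 (SE). Scgb3a1, a small secreted secretoglobin (1419699_at), had levels of 12.04 ± 0.36 and 11.36 ± 0.21, a difference of -0.68 ± 0.19. The groups did not overlap for either gene, but the limma adjusted p was 0.24 for Lama1 and 0.25 for Scgb3a1. Inhbb, a subunit of activins and inhibins (1426858_at), differed by -0.39 ± 0.18, and Tnfrsf11b, which encodes the decoy receptor osteoprotegerin (1418309_at), by -0.33 ± 0.21, with overlapping groups for both. A second probe set of Tnfrsf11b had the opposite sign. The list passed camera with an adjusted p of 0.0085, and adjusted p = 0.44 with an estimated correlation. Over all probe sets 0 of the 4 passed in limma, with 2 at an unadjusted p under 0.05, and 2 passed when adjusted over the list alone.

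**Figure D1:**
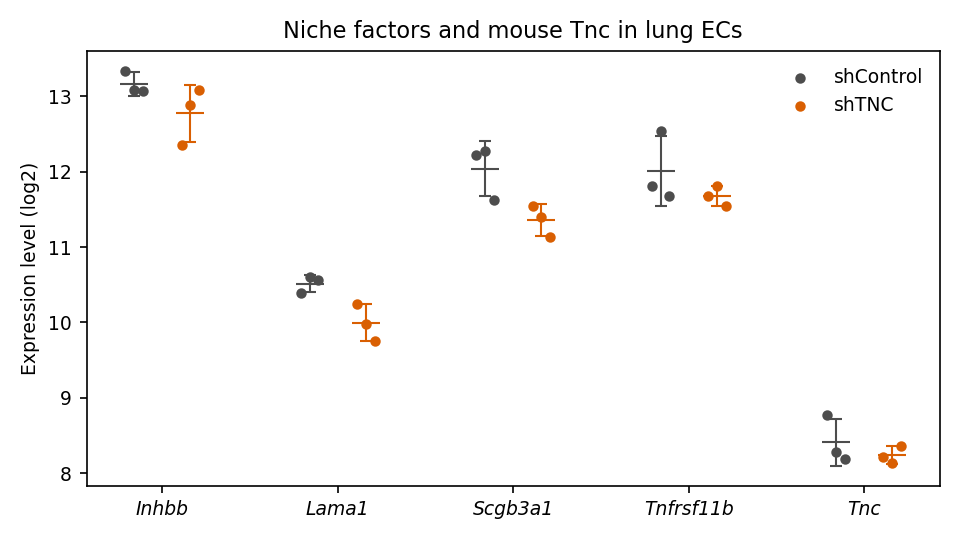
Expression level (log2, y axis) of the 4 niche factors and mouse Tnc in lung ECs, with 1 point per array and the mean ± SD of 3 arrays per group. Lama1 averages 10.52 in shControl and 9.99 in shTNC, and its groups do not overlap.

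GSP58 was chosen by the study on other arrays, and 53 of its 58 genes could be matched to gene symbols of the platform's annotation, 47 of them above background. Of these, 40 were lower and 13 higher in shTNC, and the list passed camera with an adjusted p of 0.0070, but adjusted p = 0.44 with an estimated correlation. Over all probe sets 0 members passed an adjusted p of 0.05 in limma, 13 were lower and 2 higher at an unadjusted p under 0.05, and 2 were lower when adjusted over the list alone. Those 2 were Rnase1, a secreted ribonuclease, at -0.92 ± 0.08 (SE, n = 3 per group), and Col15a1, a collagen of vascular basement membranes, at -0.43 ± 0.09. Rnase1 had the smallest adjusted p of all probe sets, 0.13. Mmp13, a collagenase, differed by 0.96 ± 0.23 the other way at a level near background. GSP58 shares 10 genes with the basement membrane and matrix list, 7 with the EC inflammation signature and all 4 niche factors. The call ended without shTNC replicate 2, where the median was -0.12 and the adjusted p 0.051.

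**Figure D2:**
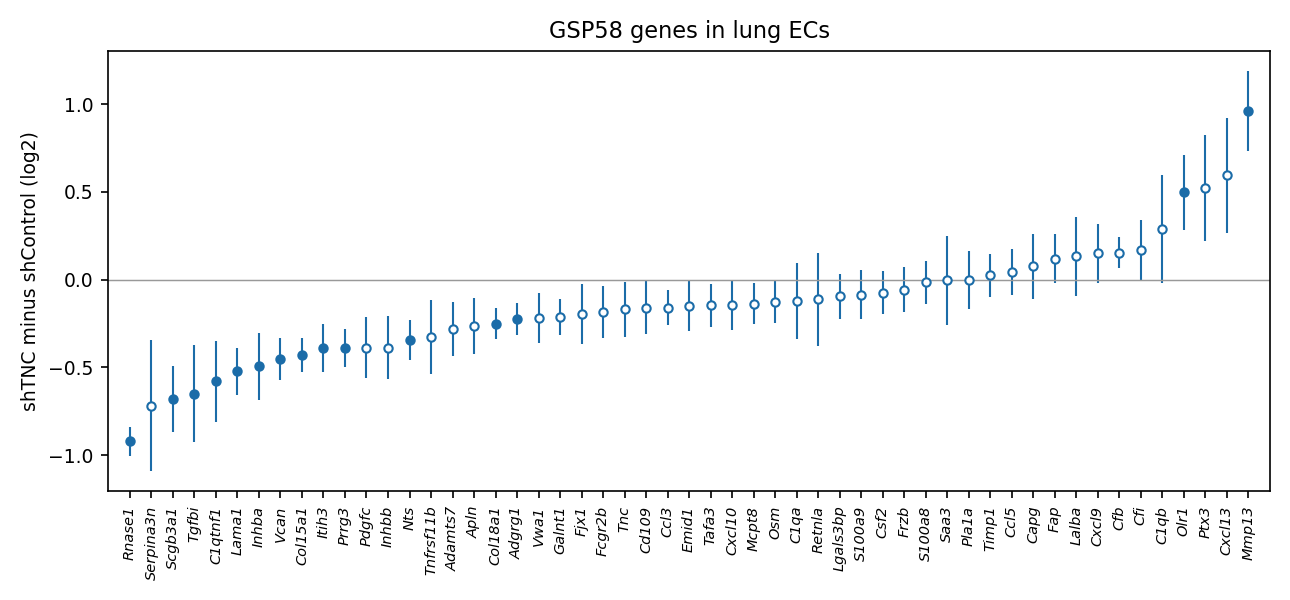
Difference of shTNC minus shControl (log2, y axis) for each of 53 matched GSP58 genes, sorted by size, with 1 SE from limma (n = 3 arrays per group). Filled points have an unadjusted p under 0.05, and 40 of the 53 genes lie below 0.

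The cell cycle list holds genes of DNA replication and mitosis. It fell in shTNC with an adjusted p of 6.9e-16 in camera, against adjusted p = 0.44 with an estimated correlation. In limma, 0 of its 41 members passed over all probe sets, 27 were lower and 0 higher at an unadjusted p under 0.05, and 24 were lower when adjusted over the list alone. Rrm2, a subunit of ribonucleotide reductase, differed by -0.79 ± 0.11 (SE, n = 3 per group), and Cdk1, the kinase that drives entry into mitosis, by -0.84 ± 0.16. Kif11, a spindle motor, differed by -0.61 ± 0.09 and Prc1, which bundles spindle microtubules, by -0.73 ± 0.13. The EC proliferation signature of the study, which shares 24 genes with the list, had a median of -0.14, with 98 of 130 genes lower, a camera adjusted p of 6.2e-07 and adjusted p = 0.44 with an estimated correlation. In limma 0 of its members passed over all probe sets, 44 were lower and 1 higher at an unadjusted p under 0.05, and 14 passed when adjusted over the list alone. Its Pole, the catalytic subunit of a replicative DNA polymerase, differed by -0.73 ± 0.10. The shControl replicate 2 array stood apart from the rest on the first principal component, at -43.6 against 0.251 and -11.1 for the other shControl arrays, and had the highest cell cycle score, 1.19. Some macrophage markers had lower values as well. The macrophage and monocyte list had a median of -0.12, with 7 genes lower and 1 higher at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone, and its Mrc1, a mannose receptor gene, and Chil3, a secreted chitinase-like protein gene, differed by -0.62 ± 0.14 and -0.69 ± 0.21. The lymphocyte list had a median of -0.10, or -0.062 without shControl replicate 2, and scores that did not overlap between groups, but 9 of its 15 genes were near background and NSG mice lack mature lymphocytes. The other 6 genes had medians on single arrays that overlapped between the groups, from -0.039 to 0.12 in shControl and from -0.057 to 0.0030 in shTNC. Some measures of the arrays also separated the groups, each with an exact two-sided permutation p of 0.1: the 3' minus 5' signal of Actb averaged 0.283 in shControl and 0.231 in shTNC (n = 3 each), and the relative spread 0.191 and 0.147. The same signal of Gapdh, at 0.563 and 0.547, did not separate them (p 0.8).

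**Figure D3:**
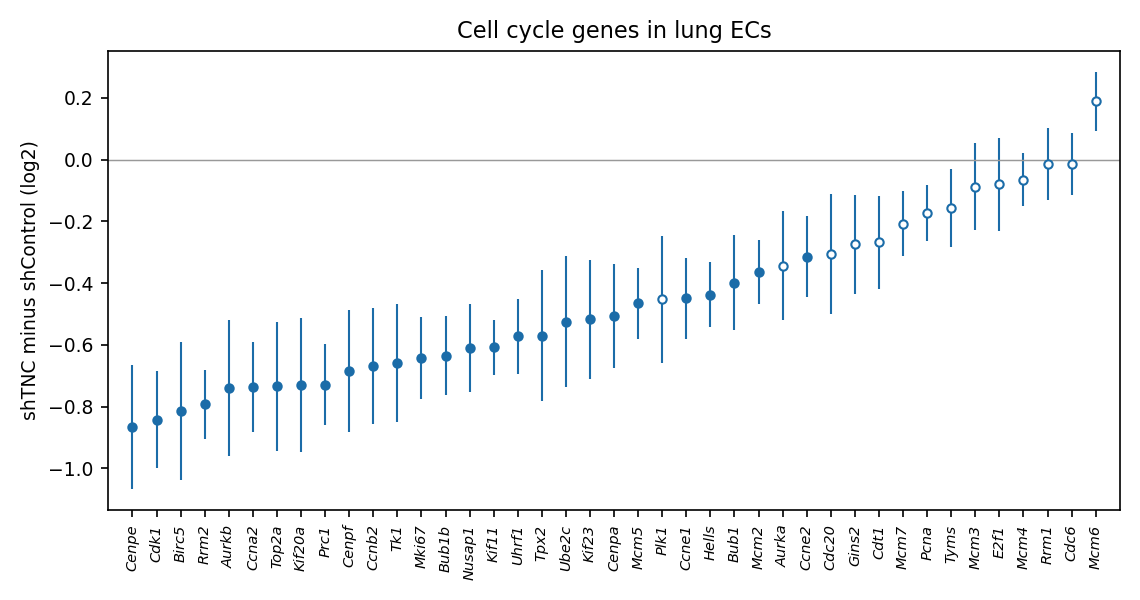
Difference of shTNC minus shControl (log2, y axis) for each of 41 cell cycle genes, sorted by size, with 1 SE from limma (n = 3 arrays per group). Filled points have an unadjusted p under 0.05, and 40 of the 41 genes lie below 0.

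Basement membrane and matrix genes passed camera with an adjusted p of 0.022, against adjusted p = 0.52 with an estimated correlation. Of 41 matched genes 27 were lower, 12 of them at an unadjusted p under 0.05 against 2 higher, and in limma 0 passed over all probe sets and 7 when adjusted over the list alone. Thbs1, the matricellular protein thrombospondin 1, differed by -0.77 ± 0.12 (SE, n = 3 per group) and Lama4, a laminin chain of vascular basement membranes, by -0.64 ± 0.11. Ccn2, a secreted matricellular growth factor, differed by -0.47 ± 0.11. The call ended without shControl replicate 1, where the median was -0.053 and the adjusted p 0.14, and without shTNC replicate 1, at -0.13 and 0.060. The median was -0.080 without shControl replicate 2 and -0.23 without shControl replicate 3. Fibroblast markers, 3 of which are also in this list, had a higher median of 0.25.

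The EC inflammation signature had a median of -0.066 with 45 of 66 genes lower and a camera adjusted p of 0.12. It was the only list past 0.05 with fry, with an adjusted p of 0.00035, and it passed camera without shControl replicate 2, with an adjusted p of 0.049, against adjusted p = 0.44 with an estimated correlation and all arrays. In limma 0 of its members passed over all probe sets and 0 when adjusted over the list alone, with 7 lower and 1 higher at an unadjusted p under 0.05. The transcription factor gene Myc, which the signature shares with the EC proliferation signature, differed by -0.67 ± 0.13 (SE, n = 3 per group), and Lcp2, a signalling adaptor of blood cells, by -0.78 ± 0.20. The TNC-TLR4 macrophage factors had a median of 0.017 and a camera adjusted p of 0.16, and in limma 0 of their 53 genes passed over all probe sets and 0 when adjusted over the list alone, with 3 lower and 5 higher at an unadjusted p under 0.05. Their median turned to -0.011 without shControl replicate 2 and to -0.010 without shTNC replicate 3. The study chose these factors on macrophages treated with TNC, while the sort excluded cells with CD45 and CD11b. Of the 53 genes, 40 were above background. Their values in sorted ECs thus do not test the activation of macrophages by TNC. Interferon-stimulated genes had a median of 0.033 (camera adjusted p 0.31), and TNF and NF-kB targets of 0.014 (0.68). MHC class I genes had a median of 0.00086 (0.36) and MHC class II genes of 0.072 (0.16). MHC class II genes passed without shControl replicate 3, at a median of 0.28 and an adjusted p of 0.0046, and without shTNC replicate 2, at 0.20 and 0.048, against adjusted p = 0.66 with an estimated correlation and all arrays. Their median was 0.013 without shControl replicate 1 and 0.011 without shControl replicate 2, with adjusted p of 0.64 and 0.46.

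Other programmes of ECs did not pass camera. Tip cell and VEGF response genes had a median of -0.029 (adjusted p 0.71) and a mean of -0.089. In that list 5 genes were lower and 1 higher at an unadjusted p under 0.05. Hypoxia and glycolysis genes had a median of -0.049 (0.41), and nitric oxide and oxidative stress genes of -0.039 (0.62), although the mean of the last was 0.0024. Leaving out each array in turn gave medians from -0.047 to -0.013 for the tip cell list, from -0.073 to -0.019 for the hypoxia list and from -0.074 to -0.00050 for the nitric oxide list. TGF-beta and activin response genes had a median of 0.011 and a mean of -0.043 (0.76), with 7 genes lower and 3 higher at an unadjusted p under 0.05. Bmp2, a secreted ligand in that list, differed by -0.96 ± 0.18 (SE, n = 3 per group), while Id2, a transcriptional inhibitor, and Smad7, an inhibitor of the pathway, differed by 0.60 ± 0.14 and 0.29 ± 0.08. The other probe sets of Id2 differed by 0.038 ± 0.13 and, near background, -0.020 ± 0.11. Immediate-early and heat-shock genes had a median of 0.028 (0.12), with members that went both ways. That list passed with robust eBayes and an intensity trend (0.047) and without shControl replicate 3 (0.0046) or shTNC replicate 1 (0.045), against adjusted p = 0.69 with an estimated correlation and all arrays, and its median turned to -0.034 without shControl replicate 2 and -0.045 without shTNC replicate 3. Among them Hspa1a and Hspa1b, which encode inducible heat-shock proteins, differed by 1.57 ± 0.38 and 1.37 ± 0.29, and Junb, a subunit of the AP-1 transcription factor, by 0.52 ± 0.13.

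Endothelial identity was compared through marker lists. Pecam1, which encodes the sorted surface marker CD31, differed by -0.028 ± 0.081 (SE, n = 3 per group) and the junction gene Cdh5 by -0.043 ± 0.080, while pan-endothelial markers did not pass camera, with an adjusted p of 0.41. Tek and Vwf, a receptor gene and the von Willebrand factor gene of ECs, differed by 0.00084 ± 0.082 and 0.046 ± 0.091. General capillary markers had a higher median of 0.11 and arterial markers of 0.10, both with an adjusted p of 0.032, but adjusted p = 0.44 and 0.51 with an estimated correlation. The capillary call ended without shControl replicate 1 or 3 or shTNC replicate 1 or 2, with adjusted p between 0.058 and 0.072, and the arterial call without shControl replicate 1 or 2 or shTNC replicate 2 or 3, with adjusted p between 0.052 and 0.18 and a median of 0.067 without shControl replicate 2. Both calls also ended without probe sets near background (adjusted p 0.053 and 0.055), and the capillary call with the replicate number as a block (0.066). The capillary median was 0.071 without shControl replicate 1. Cxcl12, a chemokine gene in both lists, differed by 0.23 ± 0.08, and Notch1, a receptor gene in the arterial list, by -0.23 ± 0.09. Aerocyte markers had a median of 0.062 (adjusted p 0.054), venous markers of 0.048 (0.11) and lymphatic markers of 0.095 (0.088). With robust eBayes and an intensity trend the aerocyte (0.0079) and lymphatic (0.046) lists passed at camera's preset correlation. With an estimated correlation and all arrays, without that option, adjusted p = 0.44 for aerocyte, 0.53 for venous and 0.52 for lymphatic markers. Aerocyte markers also passed without shControl replicate 2 (0.038) or shTNC replicate 2 (0.044), but had a median of 0.032 (0.19) without shTNC replicate 1. Without shControl replicate 1 the venous list passed at a median of 0.082 (0.0499) and the lymphatic list at 0.17 (0.00058), while without shControl replicate 2 these medians were 0.032 (0.46) and 0.022 (0.38).

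Markers of other cells were present at differing levels. Fibroblast markers had a higher median of 0.25 (camera adjusted p 0.0024, and adjusted p = 0.52 with an estimated correlation), pericyte and smooth muscle markers of 0.13 (0.0026, and adjusted p = 0.44 with an estimated correlation) and mesothelial markers of 0.30 (0.0048, and adjusted p = 0.52 with an estimated correlation). The fibroblast call ended without shControl replicate 3, at a median of 0.19 and an adjusted p of 0.12, and the mesothelial call without shTNC replicate 1, at 0.12 and 0.18. The mesothelial median was 0.51 without shTNC replicate 2, and the pericyte median 0.038 without shTNC replicate 3. Gsn, which encodes an actin-severing protein, differed by 0.64 ± 0.20 (SE, n = 3 per group), Myh11, a smooth muscle myosin, by 0.50 ± 0.10 and Gpm6a, a membrane glycoprotein of mesothelium, by 0.76 ± 0.24. Of the 6 probe sets of Gsn 2 had the opposite sign, 1 of them above background at -0.37 ± 0.13, and the second probe set of Myh11, near background, differed by -0.063 ± 0.17. Pdgfrb, the CD140b gene used to exclude cells, differed by -0.0067 ± 0.17, while its dimmer probe set (1436970_a_at) differed by 0.78 ± 0.17. Pdgfra, the CD140a gene used likewise, differed by -0.012 ± 0.25, with dimmer probe sets at -0.47 ± 0.23 and, near background, 0.13 ± 0.18. Of the other genes whose products were used to exclude cells, Ptprc (CD45) differed by 0.32 ± 0.25, with a second probe set, near background, of opposite sign, Itgam (CD11b), near background, by -0.25 ± 0.17 and Epcam by -0.059 ± 0.14. Further markers of such cells that the sort did not use were Cd14 at -0.32 ± 0.10, Cdh1 at 0.36 ± 0.38 and S100a4 at -0.13 ± 0.18. Macrophage and monocyte markers did not pass camera (adjusted p 0.12), nor did lymphocyte markers (0.10), neutrophil markers (median -0.017, 0.89), basophil and mast cell markers (-0.035, 0.77, with medians from -0.068 to -0.0022 when each array was left out), epithelial markers (-0.059, 0.61), platelet markers (-0.00081, 0.53) or erythroid markers (-0.032, 0.76). Without shTNC replicate 2 the epithelial median was 0.26 (adjusted p 0.00020) and the macrophage median 0.018, and without shTNC replicate 3 the macrophage median was -0.20 (0.0089). With an estimated correlation and all arrays adjusted p = 0.86 for epithelial and 0.69 for macrophage markers. Some epithelial markers were uneven within both groups. Scgb1a1 had levels of 6.84, 12.04 and 10.69 in shControl replicates 1 to 3 and 11.06, 8.19 and 11.80 in shTNC. Within each group Scgb3a2 and Cyp2f2 were also lowest on shControl replicate 1 and shTNC replicate 2. The small epithelial median thus does not show an even level over the arrays.

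**Figure D4:**
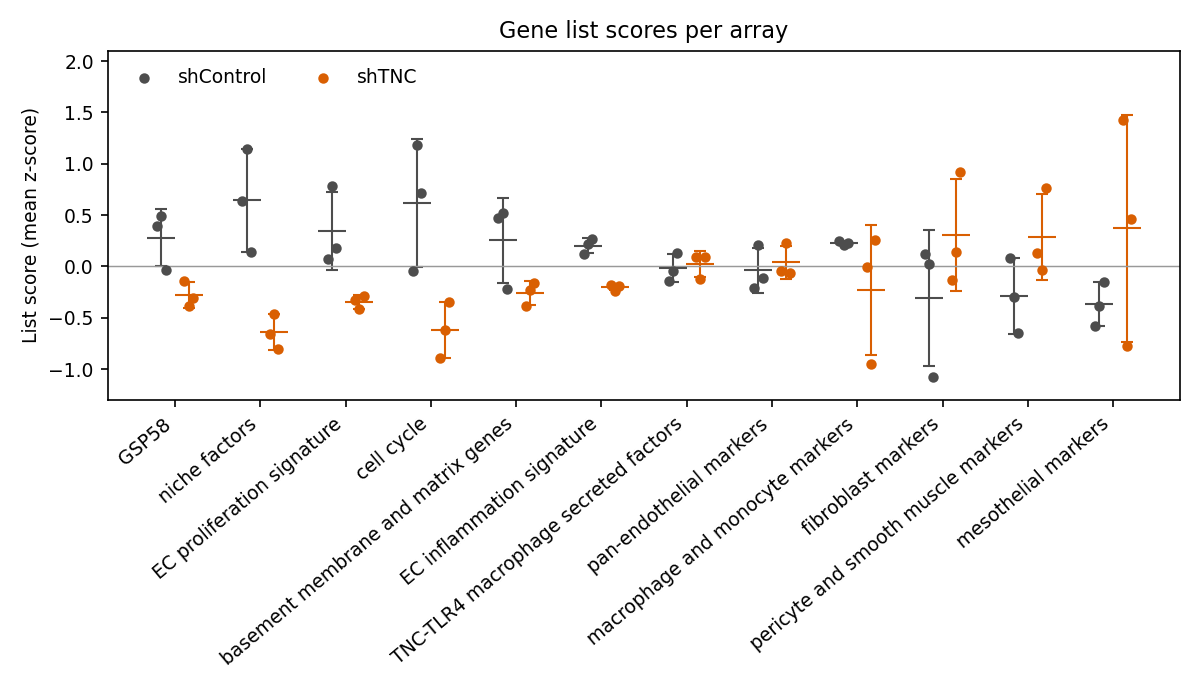
List score per array (mean z-score of the list's genes, y axis) for 12 gene lists, with 1 point per array and the mean ± SD of 3 arrays per group. The shTNC arrays have cell cycle scores from -0.89 to -0.34, below all shControl arrays, and mesothelial scores from -0.77 to 1.43.

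Among single genes, those with the largest lower values were Tc2n, which encodes a C2-domain protein, at -1.07 ± 0.20 (SE, n = 3 per group), Tnnc1, a troponin gene, at -0.998 ± 0.25, Bmp2, and Samsn1, an adaptor gene of blood cells, at -0.92 ± 0.19. The remaining 6 of the 10 were Rnase1 and the cell division genes Ccnf, Cenpe, Cdk1, Cdca8 and Rrm2, between -0.92 and -0.79. The largest higher values after Hspa1a and Hspa1b were those of Dbp, a circadian transcription factor gene, at 1.17 ± 0.25, Sphk2, a sphingosine kinase gene, at 1.09 ± 0.24, and Zfp972, a zinc finger gene, at 1.05 ± 0.22. A second probe set of Sphk2 had the opposite sign. Cthrc1 and Efemp1, genes of secreted matrix proteins, differed by 1.03 ± 0.13 and 1.01 ± 0.20, the clock genes Bhlhe41 and Per3 by 0.96 ± 0.22 and 0.92 ± 0.18 (a dimmer probe set of Bhlhe41, near background, had the opposite sign at -0.053), and Irs1, an adaptor of insulin signalling, by 0.90 ± 0.12. All 20 genes had groups that did not overlap and passed the study's thresholds, with adjusted p between 0.13 and 0.23.

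Over all probe sets, 0 passed an adjusted p of 0.05 in limma, and 5846 (12.96%) had an unadjusted p under 0.05, 2842 lower and 3004 higher. With 1 probe set per gene there were 2387, and more of them were lower (1454) than higher (933). The groups did not overlap for 8753 probe sets (19.4%), where chance gives 10% for 3 against 3. The study's thresholds were passed by 82 probe sets, 20 lower and 62 higher, and 22 of the higher ones were near background. Robust eBayes with an intensity trend gave 9 at an adjusted p of 0.05, and 1 probe set per gene gave 1, Rnase1. The 82 became 136 without shControl replicate 1, 225 without shControl replicate 3, 0 without shControl replicate 2 or any shTNC replicate, and 32 with 1 probe set per gene, 16 of them lower. Of 24 named genes past the study's thresholds, none could stay past them in the 4 fits of 5 arrays where no probe set did, and 0 of them changed direction under any alternative. At an adjusted p of 0.05, 2 probe sets passed without shControl replicate 1, of St6gal1 and Trmt13, and 4 without shControl replicate 3, of the circadian genes Dbp, Hlf and Tef. Of the 32 list scores, 9 had groups that did not overlap, where chance gives 10%, and each of these has an exact two-sided permutation p of 0.1, the smallest that this design allows.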

Values the study reported

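The study reports that knockdown of TNC in the cancer cells reduced metastatic colonization of the lung, measured by bioluminescence in 6 mice per group, and that most GSP58 genes were repressed in ECs from lungs with TNC knockdown metastases. By qPCR of sorted ECs, it also reports that the rise of the niche factors in metastases depended on TNC. That qPCR result does not rest on the arrays compared here. With primary tumours removed, TNC knockdown is reported to lower the niche factors in lung ECs as well.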

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

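All the alternatives here were planned before the values were seen, and the cause of each change was not tested unless stated. The cell cycle, niche factor, EC proliferation, and pericyte and smooth muscle lists passed camera at its preset correlation under every array choice, filter and left-out array. With an estimated correlation the adjusted p was 0.4421 for GSP58, the niche factors, the EC proliferation signature, the cell cycle, general capillary and pericyte lists, 0.5091 for arterial markers and 0.5174 for the matrix, fibroblast and mesothelial lists. With fry it was 0.1268 for GSP58, the EC proliferation signature and the cell cycle, 0.1074 for the niche factors, 0.2369 for matrix genes, 0.08048 for general capillary, 0.3092 for arterial and pericyte and 0.5612 for fibroblast and mesothelial markers, against 0.0003485 for the EC inflammation signature. So 0 of the lists from general knowledge passed with either test, against 7 with camera's preset. Among the lists called at the preset of 0.01, the estimated correlation was -0.018 for niche factors and -0.044 for general capillary markers. For the others it ran from 0.041 for GSP58 to 0.62 for mesothelial markers. A higher correlation thus does not account for the lost calls of the niche factor and general capillary lists. The shared 0.4421 covers unadjusted camera p from 0.034 for niche factors to 0.12 for aerocyte markers.

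At an adjusted p of 0.05, robust eBayes with an intensity trend gave 9 probe sets, and 1 probe set per gene gave 1, where fewer tests are adjusted for. The same robust fit brought the aerocyte (adjusted p 0.007867), lymphatic (0.04586) and immediate-early and heat-shock (0.0465) lists past the threshold at camera's preset correlation, where the adjusted p with an estimated correlation, without the robust fit, was 0.4421, 0.5174 and 0.6896. By the study's thresholds 1 probe set per gene gave 32. At an unadjusted p under 0.05 it gave 2387, 1454 lower and 933 higher, where all probe sets had more higher than lower. Leaving out each array in turn gave 0 to 4 probe sets at an adjusted p of 0.05 and 0 to 225 by the study's thresholds, with fewer samples in each fit. Leaving out probe sets near background ended the calls of general capillary (median 0.10652, adjusted p 0.05329) and arterial markers (0.10413, 0.05458). It turned the medians of TNF and NF-kB targets to -0.0066118 and of TGF-beta genes to -0.02044, as did taking members above background only. The mean of a gene's probe sets turned the TGF-beta median to -0.013918 and Pdgfrb to 0.38736. Array weights turned MHC class I genes to -0.0068303 and Pdgfrb to 0.036724. With centred values the list score difference turned to 0.002443 for nitric oxide genes, 0.021235 for neutrophil markers and -0.012793 for epithelial markers.

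The deviations of samples with the same replicate number did not go together, so the numbers were not taken to pair the samples. With the replicate number as a block, 79 probe sets passed the study's thresholds, and the general capillary list, at a median of 0.10652, had an adjusted p of 0.0659.

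Leaving out each array in turn moved the medians of lists, on the log2 scale, over these ranges: GSP58 -0.18811 to -0.10718, EC inflammation -0.086854 to -0.046592, TNC-TLR4 factors -0.011293 to 0.042024, matrix genes -0.22696 to -0.053157, general capillary 0.070516 to 0.09919, arterial 0.066549 to 0.11919, fibroblast 0.16845 to 0.27114 and mesothelial markers 0.11539 to 0.50835. Medians not called ranged from 0.011127 to 0.27828 for MHC class II, 0.031963 to 0.088852 for aerocyte, 0.031849 to 0.081523 for venous, 0.022141 to 0.17314 for lymphatic, -0.046902 to -0.012766 for tip cell genes, -0.072849 to -0.018983 for hypoxia genes, -0.074246 to -0.00049921 for nitric oxide genes, -0.068285 to -0.0022033 for basophil and mast cell markers and -0.11775 to -0.062223 for lymphocyte markers. Others not called changed sign: interferon-stimulated genes -0.012188 to 0.05038, TNF and NF-kB targets -0.020174 to 0.023434, MHC class I -0.0005251 to 0.023826, TGF-beta genes -0.038844 to 0.043693, immediate-early and heat-shock genes -0.045324 to 0.073099, pan-endothelial -0.026514 to 0.032279, macrophage -0.19553 to 0.017694, neutrophil -0.089277 to 0.042309, epithelial -0.23276 to 0.26433, platelet -0.088729 to 0.11941 and erythroid markers -0.060109 to 0.048799. Single genes that changed sign were Tnc (-0.28357 to 0.0084609), Tek (-0.019578 to 0.032279), Vwf (-0.017859 to 0.087941), Epcam (-0.18449 to 0.050366), Cdh1 (-0.062399 to 0.78663), Pdgfrb (-0.1852 to 0.17151) and S100a4 (-0.2782 to 0.042464). Of 101 named genes, 7 changed sign under any alternative. Signal near background limits 22 of the 82 probe sets past the study's thresholds.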

Other observations

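The tests of explanations for cell cycle genes, clock genes and stromal markers, the clock gene lists and the other splits of the medians of single lists were chosen after the results were seen. Of 11 clock output genes, listed because some were seen to be higher, 10 had higher values in shTNC, with a median difference of 0.65 on the log2 scale, among them Dbp at 1.17 ± 0.25 (SE, n = 3 per group), Per3 at 0.92 ± 0.18, Per2 at 0.87 ± 0.24 and Tef at 0.76 ± 0.19, while Per1 differed by -0.29 ± 0.33. Of 5 genes of the opposite phase 4 were lower, among them Arntl, which encodes the core clock activator BMAL1, at -0.63 ± 0.20, and Cry1 was higher by 0.50 ± 0.14. The exact two-sided permutation p (n = 3 per group) was 0.1 for the output genes and 0.3 for the opposite-phase genes. The first is the smallest for this design. Both lists were written after values were seen, the output genes because some were higher, so neither p is a test of the pattern. In the adjusted limma test 0 of these genes passed 0.05, and 4 output genes passed the study's thresholds, 1 of them, Bhlhe41, with a second probe set of opposite sign. The median of the output genes was 0.013 on the shControl replicate 3 array, against -0.46 and -0.50 on the other shControl arrays. Without shControl replicate 3, 4 probe sets passed an adjusted p of 0.05, all of output genes (Dbp with 2, Hlf and Tef), with adjusted p of 0.044 each.

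A candidate explanation of the clock genes is that lungs of the groups were taken at different times of day. That needs the opposite-phase genes, taken alone, to be lower, and their median difference was -0.32. Their medians on single arrays were 0.25, 0.24 and -0.14 in shControl and -0.061, -0.080 and -0.21 in shTNC. The SE of 0.14 is that of the difference between the group means of these array medians, not of -0.32. The array medians of the groups overlap, so the opposite-phase genes do not decide this. These genes too were listed after their values were seen, and a first test that also used the output genes was set aside because those were listed for being higher. As no hour of harvest is given, time of day and the group cannot be told apart, and a shift of the clock in ECs exposed to shTNC metastases stays open as well, untested.

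Cell cycle genes had a median difference of -0.51. The array that stood apart does not account for all of it, since the median without shControl replicate 2 was -0.35, with the list still called at camera's preset correlation (with all arrays, adjusted p = 0.44 with an estimated correlation and 0.13 with fry). Neither do fewer white blood cells passing the sort, which would lower their markers at least as far. White blood cell markers above background had a median difference of -0.047. The SE of the difference between the group means of their array medians was 0.090. For fewer endothelial cells, pan-endothelial markers had a median of 0.00084, with an SE of 0.013 for the same difference of array medians. Many of these lie near the highest array value of 14.53 (Pecam1 at 13.98 in shControl), where signals can saturate, so the brightest cannot decide this. The dimmest, Nos3, Tal1 and Emcn, differed by -0.086 ± 0.095, 0.099 ± 0.10 and -0.16 ± 0.093. A smaller endothelial share would lower such markers about as far as the cell cycle genes, at -0.51, and these values lie several SE from that. Aerocyte, arterial and venous markers had medians of 0.062, 0.10 and 0.048, with 4 of 17, 6 of 18 and 5 of 15 genes lower. For the markers covered, these values argue against a smaller endothelial share as the source of the cell cycle difference. Loss of a subset of macrophages stays open, as Mrc1 and Chil3 differed by -0.62 and -0.69, although the sort excluded cells with CD45 and CD11b. What stays open, untested, is the effect of the knockdown on ECs, a smaller metastatic load in these lungs, and RNA of cancer cells that binds mouse probes, although the sort removed cells with the GFP of the cancer cells. No load per animal was used here, so these were not separated.

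Fibroblast, pericyte and mesothelial markers had higher medians, although the sort excluded CD140a and CD140b. All 5 mesothelial markers above background were highest on the shTNC replicate 1 array, among them Msln at 9.07 and Upk3b at 9.89. Mesothelial cells or their RNA in that sample could give this pattern, although the sort kept only CD31-positive cells. Krt19, 1 of the 5, is also an epithelial marker. For fibroblasts, the 3 brightest markers, Col3a1, Inmt and Col1a2, had a median difference of 0.099 against 0.25 for the list. The SE of the difference between the group means of their array medians was 0.19. Pdgfra, the CD140a gene, differed by -0.012 ± 0.25 (SE). These values decide neither for nor against fibroblasts among the sorted cells. A change in perivascular cells around shTNC metastases was not tested.

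The 10 splits of the 6 arrays are too few for a share under 0.05. For probe sets past an adjusted p of 0.05 the real split gave 0 and the highest other 1, and as no split can give fewer than 0 this comparison decides nothing. For the study's thresholds the values were 82 and 3, and for lists past camera 10 and 10, so that 1 and 2 splits reached the real value. The absolute medians of the real split and the highest other were 0.150 and 0.162 for GSP58, 0.454 and 0.342 for the niche factors, 0.145 and 0.106 for the EC proliferation signature, 0.506 and 0.401 for the cell cycle, 0.150 and 0.122 for matrix genes, 0.107 and 0.0578 for general capillary, 0.104 and 0.0746 for arterial, 0.246 and 0.377 for fibroblast, 0.135 and 0.140 for pericyte and 0.299 and 0.487 for mesothelial markers. The number of splits at least as far from 0 was 2 for GSP58 and pericyte, 4 for fibroblast and 5 for mesothelial markers, and 1 for each of the others.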
